# Factors affecting the rapid changes of protein under short-term heat stress

**DOI:** 10.1186/s12864-021-07560-y

**Published:** 2021-04-13

**Authors:** Bingjin Wu, Jianwen Qiao, Xiaoming Wang, Manshuang Liu, Shengbao Xu, Daojie Sun

**Keywords:** Heat stress, Posttranscriptional regulation, Codon usage, AAG frequency, Wheat

## Abstract

**Background:**

Protein content determines the state of cells. The variation in protein abundance is crucial when organisms are in the early stages of heat stress, but the reasons affecting their changes are largely unknown.

**Results:**

We quantified 47,535 mRNAs and 3742 proteins in the filling grains of wheat in two different thermal environments. The impact of mRNA abundance and sequence features involved in protein translation and degradation on protein expression was evaluated by regression analysis. Transcription, codon usage and amino acid frequency were the main drivers of changes in protein expression under heat stress, and their combined contribution explains 58.2 and 66.4% of the protein variation at 30 and 40 °C (20 °C as control), respectively. Transcription contributes more to alterations in protein content at 40 °C (31%) than at 30 °C (6%). Furthermore, the usage of codon AAG may be closely related to the rapid alteration of proteins under heat stress. The contributions of AAG were 24 and 13% at 30 and 40 °C, respectively.

**Conclusion:**

In this study, we analyzed the factors affecting the changes in protein expression in the early stage of heat stress and evaluated their influence.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07560-y.

## Background

The fluctuation of protein abundance determine the state of cells, and the elements that affect protein expression have been extensively studied in recent years [1–4]. The rapid development of high-throughput technology provides technical support for research. Transcriptome sequencing is accurate and efficient, but due to the bottleneck of proteomics, it is incapable of quantifying a more comprehensive protein landscape. This discrepancy makes people usually use transcription to speculate about protein expression. Studies have shown that transcription is a weak proxy for protein abundance (*R*^2^, 0.2–0.4) in various species [5–10], especially in stressful environments (*R*^2^ < 0.09) [11–13]. In addition to the fact that protein synthesis fails to keep up with the pace of transcription, the reason for the weaker correlation under stress is that the synthesis of some proteins, such as transcription factor [14], does not depend on transcription and increases even before transcription changes [15–17]. Thus, it has been indicated that there are other regulatory mechanisms to help protein expression under stress conditions.

Although transcriptional regulation is important for protein expression, it is insufficient to represent protein variation. The genetic code, which is a template for protein synthesis, also contains information to regulate protein expression. The effects of amino acid [4], untranslated regions [18–21], length [21, 22], GC content [23–25], and mRNA secondary structure [26] have been confirmed in previous studies. Codon usage is regarded as one of the major factors in controlling elongation during translation, and the usage of preferred codons in the coding sequence can significantly increase the rate of protein synthesis [27–30]. In addition, microRNA-mediated post-transcriptional gene silencing [31] and protein degradation [32] also play an important role in regulation of protein abundance.

Previous studies have focused on the correlation between overall transcription and protein. However, when an organism is subjected to stress, most of the protein expression is stagnated, and only a small portion of the proteins bypass this inhibition and are expressed rapidly in abundance to reduce damage. The most typical example is molecular chaperones, whose expression pattern is still a mystery.

Wheat plants are sensitive to heat, especially in the middle and late stages of grain filling [33–36]. Organisms adapt to adversity by altering their protein abundance, and the factors that are related to fluctuations in protein abundance in the short term are still unclear. In this study, transcriptomic and proteomic analyses were performed on wheat grains under two types of short-term heat stress. The influencing factors of differentially expressed proteins were investigated in varying degrees of thermal environments. This study suggests that wheat grains have various response measures for different levels of heat stress and that posttranscriptional regulation plays a crucial role in regulating protein expression to adapt to constantly changing temperatures.

## Results

### Quantification of the wheat grain transcriptome and proteome under short-term heat stress

To understand how filling grain quickly adapts to temperature variations, wheat (*Triticum aestivum* cv. Chinese Spring) plants were subjected to 20, 30, or 40 °C for 1 h. The most suitable growth temperature for wheat is 12–22 °C [37], while 30 and 40 °C are different levels of heat stress [38]. We evaluated both transcriptomic and proteomic profiles of wheat grains in the three environments (Fig. 1a). 

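RNA was taken from filling grains of 3 plants of Chinese Spring at each of the 3 temperatures after 1 h, giving 9 samples. Chinese Spring is a cultivar of bread wheat, a hexaploid whose A, B and D subgenomes carry closely related copies of most genes. The authors aligned the paired-end reads to the IWGSC genome and estimated with RSEM, for each sample, the expected count, TPM and FPKM of 133744 annotated transcripts of 107891 genes. RSEM divides fragments that fit several transcripts among them by likelihood, so an expected count need not be a whole number, and the values of similar gene copies and of transcripts of one gene are not independent. The total expected count per sample ranged from 15778561 to 19497182, with a median of 16294823 at 20 °C, 16793492 at 30 °C and 17002702 at 40 °C. The paper states the sequencing depth as 10X, and the values here rest on the totals of expected counts. The paper calls the plants independent, so each plant was counted as a separate sample. Set against counting noise alone, the chi-square per degree of freedom was between 7.33 and 22.2 for the 9 pairs of replicates of one temperature. This value does not bear on that choice, because any difference between libraries raises it. For the tests between temperatures, expected counts were rounded to whole numbers and normalized by edgeR's TMM method, and transcripts with a mean FPKM above 1 at either temperature compared were tested with edgeR's quasi-likelihood test. A transcript was called a DET when its false discovery rate (FDR, Benjamini-Hochberg) was under 0.05 and its fold change was above 2 or under its inverse. Protein fold changes and the lists of DEPs were taken from the paper's Table S2, and the mass spectra were not analysed here.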

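Over the 3 plants of a temperature, 43099 transcripts had a mean FPKM above 1 at 20 °C, 42306 at 30 °C and 40564 at 40 °C. At all 3 temperatures 36660 transcripts passed this value, and 47535 transcripts of 43710 genes passed it at one or more of them. No fragment was assigned to 33126 of the annotated transcripts in any sample. In single plants, the number of transcripts with an FPKM above 1 was 43036 ± 397 (SD, n = 3) at 20 °C, 42170 ± 232 (SD, n = 3) at 30 °C and 40441 ± 1499 (SD, n = 3) at 40 °C. Every heated plant had fewer such transcripts than every control plant (exact two-sided permutation test, p = 0.1 at each temperature, the smallest p that 3 plants against 3 allow). When a transcript only had to pass the value in at least 1 sample, 55638 transcripts were counted, and when it had to pass in every replicate of a temperature, 41471 were.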

A total of 47,535 transcripts were acquired (FPKM > 1 in any circumstances) via the transcriptome. Of these, 1800 and 5551 were identified as differentially expressed transcripts (DETs; fold change > 2, *p* < 0.05, FDR; Table S1) under two types of heat environments (30 and 40 °C; 20 °C served as the control). 

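Of the 45956 transcripts tested between 20 and 30 °C, 1784 were DETs (3.88%), with 1185 higher and 599 lower at 30 °C. Between 20 and 40 °C, 5583 of 46250 transcripts were DETs (12.1%), with 3485 higher and 2098 lower at 40 °C. Table S1 lists 1800 DETs at 30 °C, and 1750 of them were among the 1784. Of the first 1999 DETs that Table S1 lists at 40 °C, 1974 were among the 5583. All of these shared DETs had the direction given in Table S1. The paper's text names edgeR but not which of its tests was used. The setting that moved the counts most was edgeR's glmTreat, which tests against a fold change of 2 and left 445 DETs at 30 °C and 2078 at 40 °C. Across the 6 fits per temperature that each left out one replicate, the number of DETs ran from 906 to 2757 at 30 °C and from 4405 to 5768 at 40 °C.

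The paper calls the plants independent and names no pairing of samples with the same replicate number. The correlation of their deviations from the temperature means was 0.20, 0.08 and 0.05 between 20 and 30 °C (mean 0.11), and its mean was -0.02 between 20 and 40 °C. With the replicate number as a block in the model, 1946 DETs were called at 30 °C and 4406 at 40 °C.

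Transcripts were ranked among DETs that changed in the same direction at both temperatures. Every heated plant had to lie beyond every control plant, with a mean FPKM over all samples of at least 5. By edgeR's log2 fold change, the largest rises at 40 °C among these were those of TraesCS7A02G177700.1 and TraesCS4A02G226700.1. Neither had counts in the controls, so their rank above transcripts detected in the controls depends on edgeR's prior count. TraesCS7A02G177700.1 was listed at 0 in every control plant, and its FPKM was 9.8 ± 8.92 (SD, n = 3) at 30 °C and 33.2 ± 19.3 (SD, n = 3) at 40 °C. Taking 3 counts as the floor for the controls, it was at least 45.1-fold higher at 30 °C (edgeR quasi-likelihood FDR 2.1e-02) and at least 169-fold higher at 40 °C (FDR 1.7e-03). At 30 °C its FDR was between 5.1e-02 and 6.4e-02 when any single control plant was left out. The size at 30 °C rested in part on replicate 3, as the FPKM of single plants ranged from 4.51 to 20.1. Its log2 fold change there was 9.05 without 30 °C replicate 3, against 10.13 with all plants. It was 10.47 without 30 °C replicate 1 and 10.44 without 30 °C replicate 2. TraesCS4A02G226700.1 was also listed at 0 in the controls, with an FPKM of 4.46 ± 0.684 (SD, n = 3) at 30 °C and 16.1 ± 1.74 (SD, n = 3) at 40 °C. Its gene has another transcript that was detected in the controls, and with counts summed over both transcripts the log2 fold change was 4.10 at 30 °C and 5.93 at 40 °C. The largest falls were those of TraesCS5A02G057300.1 and TraesCS7B02G088700.1. The FPKM of TraesCS5A02G057300.1 was 13.1 ± 2.66 (SD, n = 3) at 20 °C, 3.46 ± 0.352 (SD, n = 3) at 30 °C and 1.34 ± 0.412 (SD, n = 3) at 40 °C. Its log2 fold change at 40 °C was -3.14 (edgeR quasi-likelihood FDR 5.4e-04, approximate standard error 0.31 derived from the statistic of this test). For TraesCS7B02G088700.1, the FPKM was 63.3 ± 19.8 (SD, n = 3) at 20 °C, 17.1 ± 5.99 (SD, n = 3) at 30 °C and 7.15 ± 0.593 (SD, n = 3) at 40 °C. Its log2 fold change at 30 °C was -1.92 (edgeR quasi-likelihood FDR 1.9e-02, approximate standard error 0.33 derived in the same way). This fold change kept its sign in every fit without a replicate, but the FDR rose to 7.0e-02 without 30 °C replicate 2 and to 8.5e-02 without 30 °C replicate 3. Of these transcripts, only TraesCS5A02G057300.1 had whole expected counts in all 9 samples, so the values of the others can include fragments divided with similar transcripts. The files do not pair these identifiers with gene names.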

Through TMT proteomic analysis, 3742 proteins were quantified, including 297 and 461 differentially expressed proteins (DEPs; T-test, *p* < 0.01; Table S2).

**Fig. 1:**
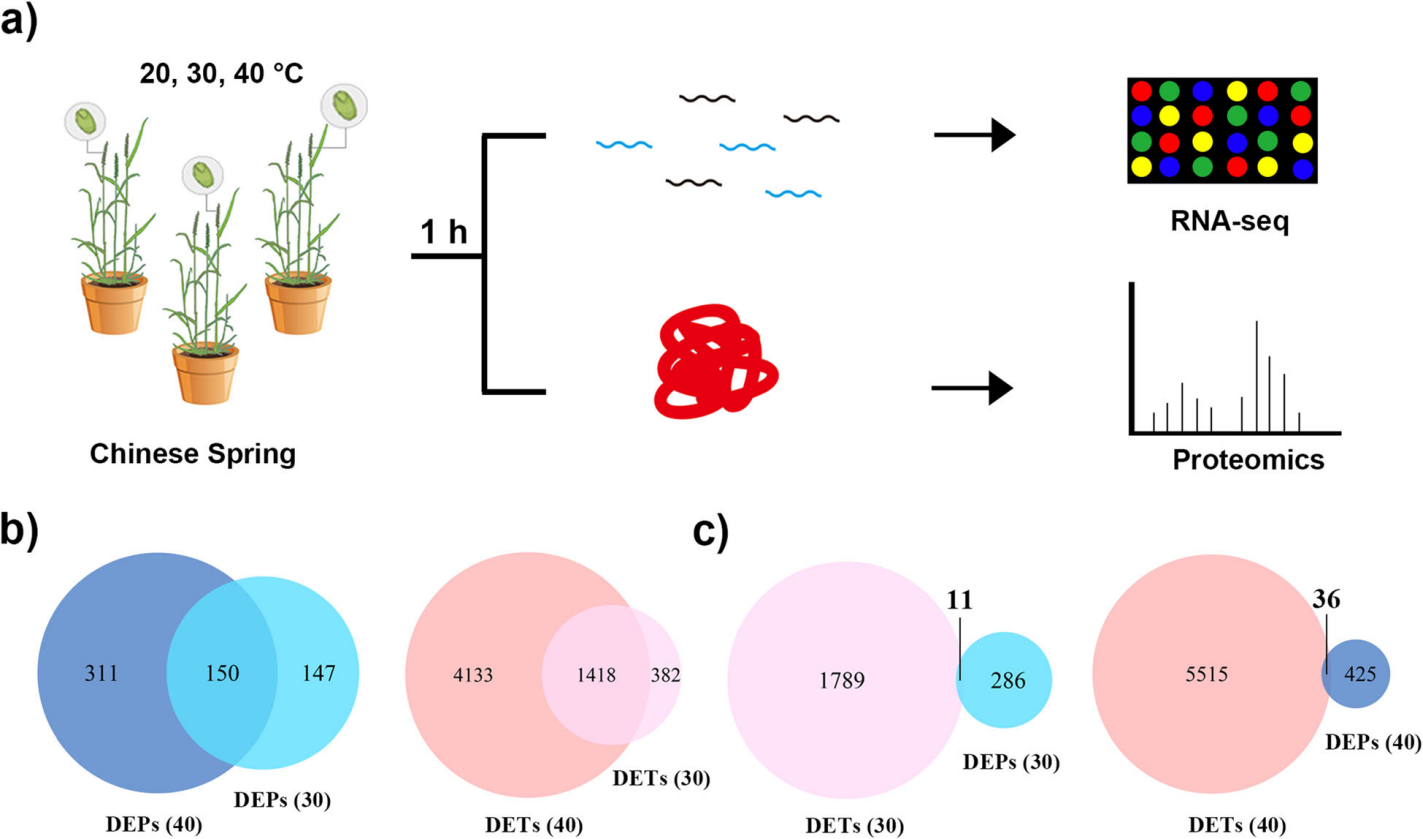
Experimental design and quantification of the transcriptome and proteome. **a** Work flow. Wheat plants were exposed to three temperatures for 1 h. Grains were quickly collected and frozen for transcriptomic and proteomic analysis. **b** Venn diagrams of differentially expressed transcripts and proteins under two heat treatments. Differentially expressed proteins (DEPs, *p* < 0.01) and transcripts (DETs, *p* < 0.05, FDR, fold change> 2 or < 1/2) were identified at the two temperatures. The number in brackets represents the respective temperature (30 °C, 40 °C), and 20 °C was used as the control. **c** Venn diagrams of differentially expressed transcripts (DETs) and proteins (DEPs) under 30 and 40 °C (20 °C as control), respectively. The number represents the overlap between DETs and DEPs

More DETs and DEPs were identified under severe stress (40 °C) than under mild heat stress (30 °C), indicating that filling grains express more transcripts and proteins to respond to severe stress. In addition to 150 proteins and 1418 transcripts expressed under the two thermal treatments, wheat grains expressed specific genes and proteins in response to a certain degree of heat stress (Fig. 1b). These results revealed that grains have corresponding measures in response to various levels of heat stress.

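The number of DETs at 40 °C was 3.13 times the number at 30 °C. Both temperatures had the same number of plants and total expected counts of the same order. The size of this ratio depended on single plants and on the test. With one replicate left out, DETs ran from 906 to 2757 at 30 °C and from 4405 to 5768 at 40 °C. At 30 and 40 °C there were 445 and 2078 with glmTreat, and 2967 and 6867 with the likelihood ratio test. Of the 1784 and 5583 DETs of the quasi-likelihood test, 66.4% were higher than the control at 30 °C and 62.4% at 40 °C. At 40 °C this split depended on the scaling between samples. With library size alone in place of TMM, 6050 DETs were called at 40 °C, 2959 of them higher and 3091 lower (48.9% higher), and the median log2 fold change over all tested transcripts moved by -0.14. At 30 °C the same change of scaling gave 1205 higher and 549 lower DETs (68.7% higher). Table S2 lists 297 DEPs at 30 °C, 185 of them with a protein fold change above 1, and 461 DEPs at 40 °C, 263 of them above 1.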

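The DETs at both temperatures shared 1417 transcripts, which are 79.4% of the DETs at 30 °C and 25.4% of those at 40 °C. All 1417 changed in the same direction, 1046 upwards and 371 downwards, and for 1286 of them (90.8%) the change was larger at 40 °C. Called at one temperature alone were 4166 transcripts at 40 °C and 367 at 30 °C. Of the 4166 transcripts, 3650 were also tested at 30 °C, where 3548 (97.2%) had moved in the same direction and 419 had an FDR under 0.05 but a change of 2-fold or less. Of the 367 transcripts, 334 were also tested at 40 °C, where 326 (97.6%) had moved in the same direction.

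A call at one temperature and not at the other does not test the difference between them, so the plants at 40 °C were also compared with those at 30 °C. Of 44638 transcripts tested, 1587 differed (edgeR quasi-likelihood FDR under 0.05 and a fold change above 2), 1349 higher and 238 lower at 40 °C. They included 835 of the 4166 transcripts called at 40 °C alone (20.0%), 20 of the 367 called at 30 °C alone (5.45%) and 573 of the 1417 shared DETs (40.4%). For transcripts with no fragment at one temperature, the size of the plotted fold change depends on edgeR's prior count.

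**Figure D1:**
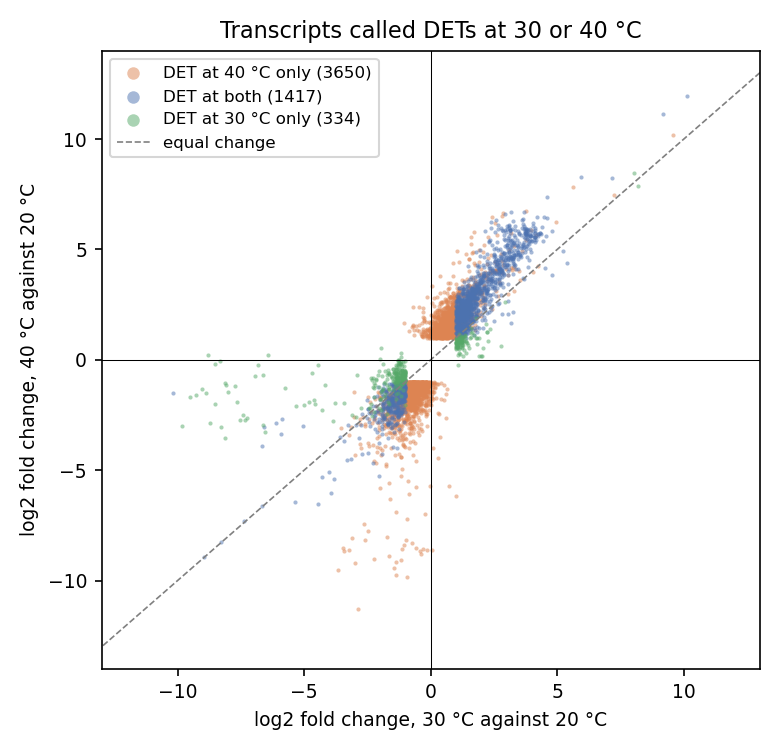
Log2 fold change of each DET at 30 °C (x axis) and at 40 °C (y axis), both against 20 °C, for the 5401 DETs tested at both temperatures; colours separate the 1417 DETs at both temperatures from the 3650 at 40 °C alone and the 334 at 30 °C alone, and the dashed line marks equal change. Most points lie in the quadrants where both changes have the same sign, and most shared DETs lie farther from 0 on the y axis than on the x axis.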

What is striking is that there is little overlap between DETs and DEPs under short-term heat stress, whether it be mild (30 °C) or severe (40 °C) (Fig. 1c). That is, after a short-term heat stress, a small portion of the corresponding DETs and DEPs changed simultaneously, and the transcripts corresponding to most of the DEPs did not differ significantly.

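Of the DEPs at 30 °C, 246 had a transcript with a mean FPKM above 1 at 20 or 30 °C, and 13 of these transcripts were DETs (5.28%). In 9 of the 13, transcript and protein changed in the same direction. At 40 °C, 405 DEPs had a tested transcript, 35 of them were DETs (8.64%), and 26 of the 35 changed in the same direction as the protein. The transcripts of the other DEPs, 233 at 30 °C and 370 at 40 °C, had a median absolute log2 fold change of 0.30 at both temperatures. The lists of DEPs and DETs rest on unlike thresholds, which bears on the size of their overlap. The paper called DEPs by the p-value of a t-test and names no limit on their fold change. A DET needed an FDR under 0.05 and also a fold change above 2. The 246 proteins at 30 °C had fold changes from 0.624 to 1.68. Without the requirement of a fold change above 2, 28 tested transcripts of DEPs at 30 °C and 79 at 40 °C had an edgeR quasi-likelihood FDR under 0.05. The share of DETs was also set against other quantified proteins, using the 1999 proteins of the identification sheet in the part of Table S2 used here. This list holds only part of the proteins and DEPs that the paper quantified, so the tests do not speak for the rest. At 30 °C, 8 of 131 DEPs on this list (6.11%) and 72 of the other proteins (4.53%) had a DET as transcript (Fisher's exact test, two-sided, p = 0.39). At 40 °C the numbers were 21 of 219 DEPs (9.59%) and 130 of the other proteins (8.68%; Fisher's exact test, two-sided, p = 0.61). Adjusted over both temperatures, the p-value was 0.61 in each case. When expected counts were summed over the transcripts of a gene, 20 DEPs at 30 °C had a gene called as differentially expressed, against 13. At 40 °C there were 41, against 35. More DEPs had an expressed gene than an expressed transcript. The correlations on FPKM summed over genes held 282 proteins at 30 °C and 450 at 40 °C, against 246 and 405. The larger sets can account for part of the rise in these counts.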

### Transcription and protein levels in response to heat stress

To further study the function of transcripts and proteins that respond to heat stress in a short time, GO and KEGG enrichment analysis was performed on differentially expressed transcripts and proteins under the two types of thermal environments.

Protein folding, one of the main ways in response to heat [39], was enriched according to GO enrichment analysis across DETs and DEPs in both treatments (Fig. 2a). Protein expression was triggered from the 1-h exposure to the thermal environment, regardless of whether it involved in mild or severe stress; the reaction speed of proteins to a disturbed environment may exceed our expectations.

**Fig. 2:**
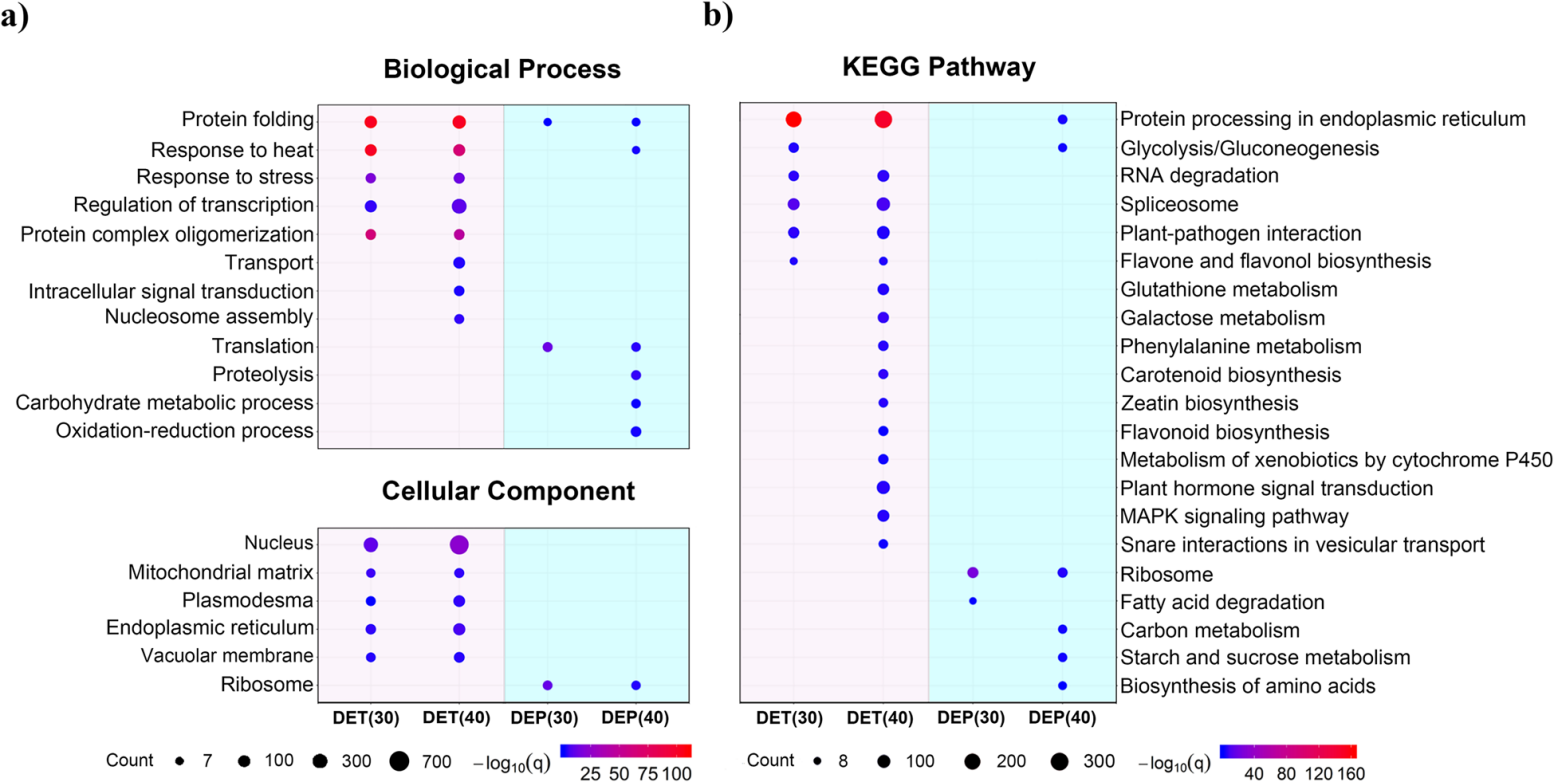
Enrichment analysis of DETs and DEPs under two types of heat stress. **a** GO enrichment. Functional enrichment analysis of DETs and DEPs associated with biological processes and cellular components under 30 and 40 °C heat treatments (*N* ≥ 7, q < 0.05). **b** KEGG enrichment. Enriched pathways of DETs and DEPs in the two types of heat environments (*N* > 7, q < 0.05)

More substances were enriched under severe heat stress than under mild stress at both the transcriptional and protein levels, not only increasing the number but also broadening the capability (Fig. 2). Consistent with few overlaps between DETs and DEPs (Fig. 1c), the enriched processes and pathways were also significantly different between the transcription and protein levels (Fig. 2a, b). In addition to “protein folding” and “protein processing in the endoplasmic reticulum” (Fig. 2), transcription and proteins play regulatory roles in different fields during short-term heat stress. These results imply that transcription may not be the main way to regulate the expression of proteins involved in rapid thermal responses.

As protein synthesis machine, the ribosome, was significantly enriched in the GO and KEGG analysis (Fig. 2). However, the expression of ribosomal proteins changed dramatically only at the protein level, rather than at the transcriptional level. That is to say, ribosome expression under short-term heat stress is free from transcriptional regulation or mRNA returns to undisturbed levels rapidly after translation.

### Pattern of ribosomes in response to short-term heat stress

To clarify the expression patterns of ribosomal proteins under short-term heat stress, 141 ribosomal proteins identified via proteomics under two heat stresses were used for expression pattern analysis. The expression of twenty-eight and twenty-two ribosomes changed significantly at 30 and 40 °C, respectively. In addition to one or two ribosomes whose expression changed at the transcriptional level, the expression of the others increased only at the protein level (Fig. 3). Detailed information is shown in the supplementary figure (Fig. S1).

**Fig. 3:**
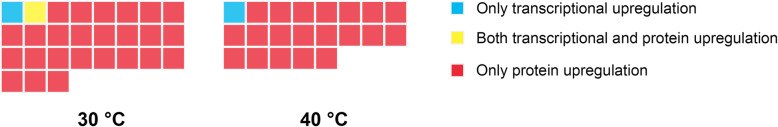
Expression patterns of differentially expressed ribosomal proteins. The differentially expressed transcripts or proteins of ribosomes were identified in 30 and 40 °C, respectively. The blue squares mean that the ribosome only changed at the transcriptional level; it did not change at the protein level. In contrast, the red squares indicate changes only at the protein level; the transcriptional level remained unchanged. The ribosomes shown in the yellow changed at both the transcriptional and protein levels

As shown in Fig. 3, ribosomal protein was expressed in large quantities, and transcription had not changed or returned to a resting state in a short time, regardless of mild (30 °C) or severe (40 °C) heat stress. This class of proteins may adopt an unknown strategy to achieve a large amount even if protein expression is suppressed.

### Factors affecting the rapid alteration of proteins under short-term heat stress

To investigate the factors affecting the variation in DEP expression under two types of short-term heat conditions, 107 factors and protein changes under two kinds of heat stress were used for regression analysis respectively. These candidate items were found to be involved in regulating protein expression in previous studies, including transcriptional alteration, codon usage, amino acid frequency, length, and a base frequency of coding sequences or untranslated regions.

We used fold change (fold change = treatment/control) as a measure to evaluate the changes in transcription and protein abundance. Through correlation analysis, in addition to the transcription, more than 20 sequence characteristics were identified as being significantly related to the alteration in protein expression (Table 1). 

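Across the 246 DEPs at 30 °C with an expressed transcript, Pearson's r between the transcript fold change (ratio of mean FPKM) and the protein fold change of Table S2 was 0.227 (two-sided permutation test, p = 9.8e-04). Across the 405 such DEPs at 40 °C, r was 0.545 (p = 1.0e-05, the smallest that 100000 permutations can give). Adjusted for both correlations, these p-values were 9.8e-04 and 2.0e-05. The correlations run across proteins, which are not independent replicates. With each heated plant taken alone against the mean of the controls, r varied with an SD of 0.031 at 30 °C and 0.009 at 40 °C. The difference between the temperatures in r was 0.318, with a 95% bootstrap interval over proteins from 0.133 to 0.460. Transcript fold changes spanned 0.369 to 16.3 at 30 °C and 0.0926 to 64.6 at 40 °C, while protein fold changes spanned 0.624 to 1.68 and 0.524 to 2.87. A transcript fold change above 10 was found for 3 DEPs at 30 °C and 13 at 40 °C. Without the 2 proteins with the most extreme transcript fold change, r was 0.237 at 30 °C and 0.486 at 40 °C. Spearman's rho, which uses the order of the fold changes and not their size, was 0.277 at 30 °C and 0.303 at 40 °C, and the interval of its difference ran from -0.101 to 0.157. Among the DEPs whose transcript was not a DET, r was 0.175 at 30 °C (permutation p = 0.0083) and 0.147 at 40 °C (permutation p = 0.0066). The interval of their difference ran from -0.209 to 0.201. By construction this subset lacks the largest transcript changes, so it cannot decide whether r differs over all DEPs. The DEP with the largest protein fold change among those whose transcript was a DET was the same at both temperatures. Its protein fold change was 1.44 at 30 °C and 2.87 at 40 °C, and its transcript rose from an FPKM of 37.1 ± 4.29 (SD, n = 3) at 20 °C to 317 ± 8.79 (SD, n = 3) at 30 °C and 781 ± 63.3 (SD, n = 3) at 40 °C.

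**Figure D2:**
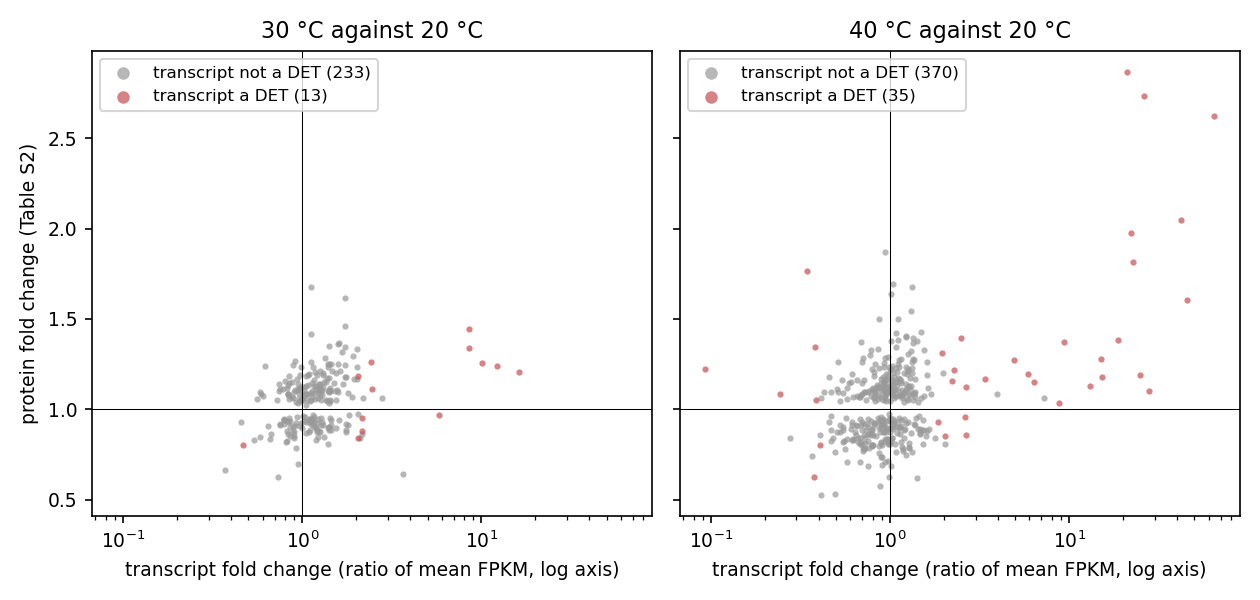
Protein fold change (y axis, from Table S2) against transcript fold change (x axis, ratio of mean FPKM over 3 plants, log scale) for DEPs with a tested transcript. The panels show 30 °C (left) and 40 °C (right), both against 20 °C. Red points are DEPs whose transcript was a DET (13 at 30 °C and 35 at 40 °C) and grey points the others. Not shown are 51 DEPs at 30 °C and 56 at 40 °C whose transcript did not pass the FPKM filter. At 40 °C the plotted proteins with a fold change above 2 all lie among the red points with transcript fold changes far above 1.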

Although transcription significantly correlated with protein variation under both treatments (0.24 at 30 °C, *p* < 0.01; 0.55 at 40 °C, *p* < 0.01), the correlation was stronger under severe heat stress. These results suggested that transcription provided greater support for altering protein expression under severe heat stress.

**Table 1:** Correlation analysis

Characteristic	P (30)	P (40)
***Transcript***		
Transcript fold change	0.24**	0.55**
***Amino Acid Frequency***		
A	−0.22**	0.09
C	−0.11	−0.24**
D	−0.30**	−0.16**
E	0.03	0.26**
K	0.48**	0.39**
P	−0.27**	−0.06
R	0.34**	0.21**
S	−0.20**	−0.22**
Y	0.10	−0.22**
***Codon Usage***		
TAC (Y)	0.06	−0.22**
GAC (D)	−0.27**	−0.1
AAG (K)	0.48**	0.40**
AAA (K)	0.02	0.05
GAG (E)	0.07	0.30**
CCG (P)	−0.27**	−0.10
AGC (S)	−0.30**	−0.21**
TGC (C)	−0.09	−0.22**
CGC (R)	0.18**	0.20**
AGG (R)	0.29**	0.11*
CGT (R)	0.39**	0.12*
***Base Frequency***		
A (CDS)	0.20**	0.15**
T (3’UTR)	0.25**	0.23**
GC (5’UTR)	0.27**	0.15**

Factors related to protein expression at two heat treatment. P (30) and P (40) represent fold changes at 30 °C and 40 °C, respectively. ** The correlation is significant at the 0.01 level (2-tailed). * The correlation is significant at the 0.05 level (2-tailed)

Interestingly, the frequency of lysine was very strongly correlated with protein variation, even more so than transcription was (Table 1). Lysine is encoded by two codons, AAG and AAA. AAG was also associated with protein changes (0.48 at 30 °C, *p* < 0.01; 0.40 at 40 °C, *p* < 0.01), while AAA was not. It is easy to determine that the correlation coefficient between AAG frequency and protein alteration was nearly the same as that of lysine. Namely, AAG usage, rather than lysine frequency, is one of the major factors regulating changes in protein abundance. In addition, several codons, amino acids, and base frequency also showed a strong relationship with protein variation in different situations. Sequences containing more factors which positively associated with protein expression and less negatively associated factors are more likely to respond to short-term heat stress.

### Contribution of factors to protein expression under heat stress

To explore the underlying mechanism of the adjustment of heat-responsive proteins in two types of heat stress, a regression analysis of the 107 factors was performed to evaluate their contribution. We applied multivariate adaptive regression spline (MARS) to fit the model and calculate the importance of each variable under two thermal environments, and linear regression and elastic net were used for verification. The equations fitted by the factors explained 58.2 and 66.4% of the changes in protein under mild (30 °C) and severe (40 °C) heat stress, respectively (Fig. 4, Table S3). Codon usage, transcription, and amino acid frequency had the most significant impact on protein expression.

**Fig. 4:**
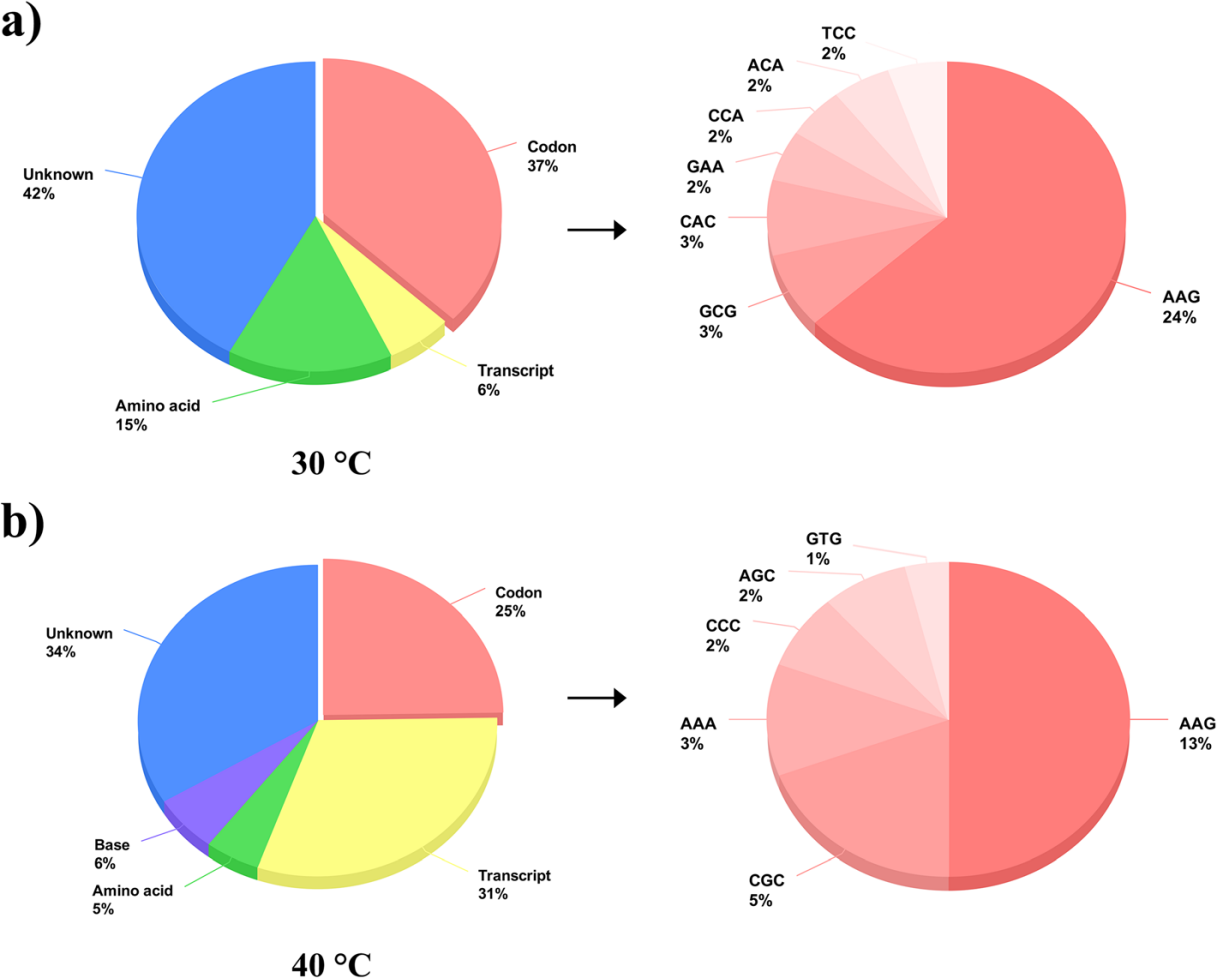
Contributions of various factors to protein expression under two types heat stress. **a** and **b** Factors and their contributions to protein expression under 30 and 40 °C. By analyzing transcriptome data, proteome data and 107 sequence characteristics, the factors affecting protein expression and their contributions were shown on the pie chart under 30 and 40 °C, respectively. The pie on the right is an expanded view of the codon usage

Limited contribution (6%) of transcription to protein changes occurred under mild heat stress (30 °C); however, transcription had a dramatic effect (31%) on protein alteration when plants were under extreme heat stress (40 °C) (Fig. 4). These findings showed that transcriptional regulation may have a marginal impact under mild stress, but have a significant role in the acute thermal response.

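A least-squares line on the transcript fold change alone accounted for 5.14% of the variance of the protein fold change over the DEPs with an expressed transcript at 30 °C and for 29.7% at 40 °C. With single heated plants in place of the mean, these shares had an SD of 1.42 percentage points at 30 °C and 1.02 at 40 °C (n = 3). In the paper's stepwise linear regression at 40 °C, whose list of factors the transcript fold change heads, the paper's share at the first step is 29.8%. The paper's regressions used fewer proteins than the 246 at 30 °C and 405 at 40 °C used here. Its criterion for leaving proteins out was not found, so 29.7% and 29.8% rest on different sets of proteins. MARS fits a pair of hinge functions that meet at a knot in place of 1 line. With the paper's knots, at a transcript fold change of 1.14481 for 30 °C and 4.32386 for 40 °C, the pair alone accounted for 9.98% and 30.5%. Codon, amino acid and base frequencies, which enter the paper's full equations, were not analysed here. On log2 fold changes (FPKM pseudocount 0.1) the share was 8.48% at 30 °C and 20.3% at 40 °C. Among DEPs whose transcript was not a DET, which lack the largest transcript changes, the share without logarithms was 3.06% and 2.17%. From the larger contribution of transcription in its equation at 40 °C, the paper proposes that transcriptional regulation has little impact under mild stress but matters in the acute response.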

Interestingly, codon usage largely affected protein expression (37% at 30 °C; 25% at 40 °C), whether under mild or severe heat stress, indicating that codon preference strongly supports the rapid variation in proteins under heat stress. In line with the correlation results (Table 1), the codon AAG may play an important role in the rapid alteration of proteins under heat stress. The contributions of AAG were 24 and 13% at 30 and 40 °C, respectively (Fig. 4). Although the lysine content was also significantly correlated with variation of protein expression, the frequency of lysine (K) was removed from the equation after MARS analysis. That is, the critical function for rapid protein expression is AAG instead of lysine. Similar results were also obtained by linear regression and elastic net (Table S4), supporting the credibility of the equation.

When an organism responds to environmental disturbances, only transcriptional regulation may be too slow. The mechanism of regulating protein expression is written in the sequence, which may be the fastest and most effective response mode.

### The relationship between protein expression and the AAG occurrence frequency under short-term heat stress

To verify whether the up-regulated proteins under short-term heat stress are rich in AAG codon, two previously published proteomic datasets of yeast subjected to heat stress were analyzed [40, 41]. The AAG codon occurrence frequencies were calculated for the transcripts corresponding to the whole-genome proteins (all the proteins annotated in yeast genome), the proteins identified by proteome analysis and the differentially expressed proteins under heat stress (Fig. 5a, b).

**Fig. 5:**
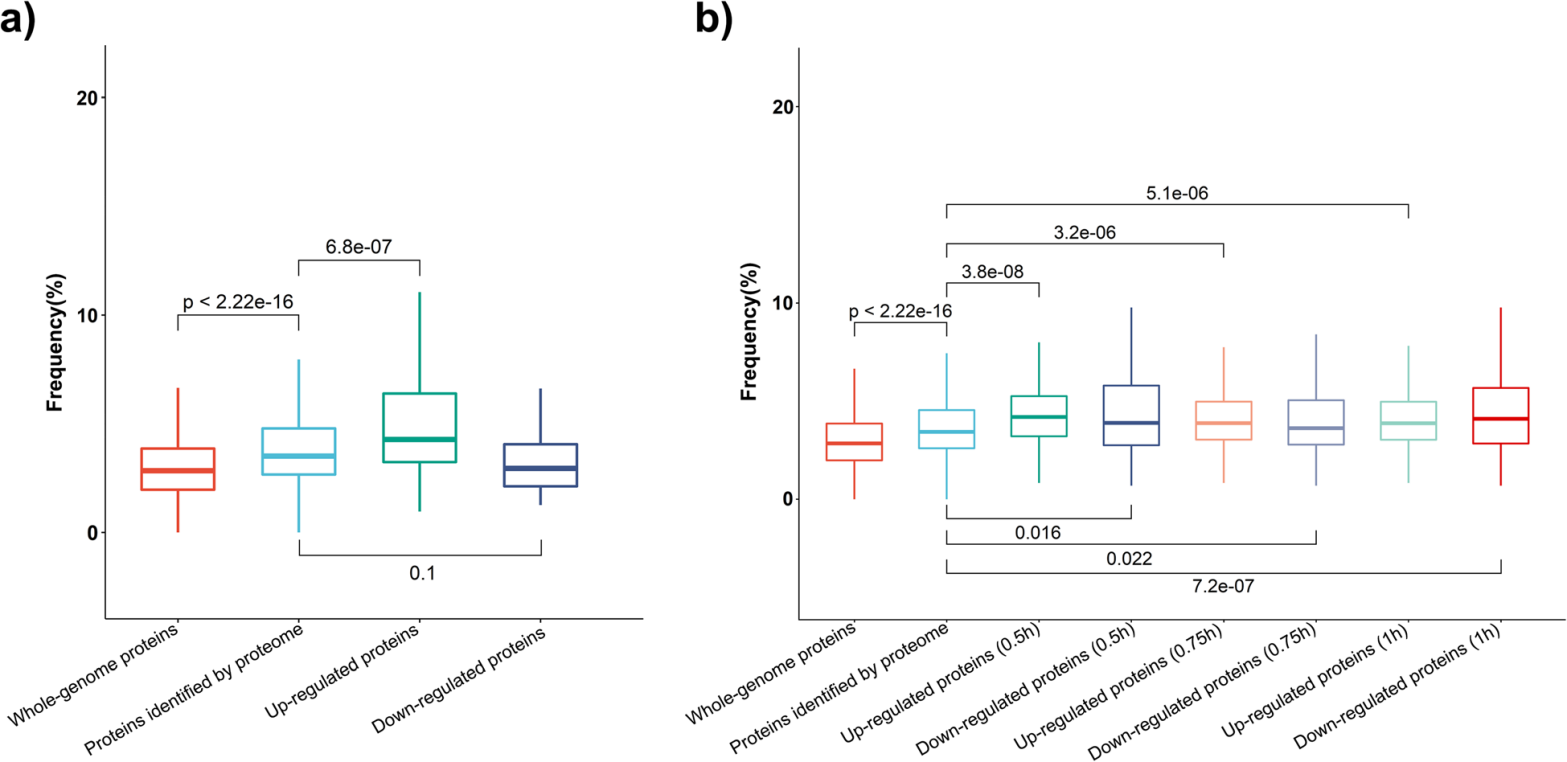
Frequency of AAG codon in different groups of proteins under short-term heat stress. **a** Distribution of AAG codon occurrence frequency for different groups of genes in yeast strain BY4742 subjected to short-term heat stress. The proteome data used in this analysis was published by the previous study [40]. Yeast was cultured at 30 °C was taken as control. Heat stress treatment was applied by transferring yeast to 37 °C for 1 h. Up and down-regulated proteins in response to heat treatment were identified with criteria “FDR < 0.05 and fold change >1.2 or < 0.83”. The Y-axis represents the frequency of codon AAG in protein-coding sequence. *P*-values were calculated by the Kruskal-Wallis method. **b** Distribution of AAG codon occurrence frequency for different groups of genes in yeast strain BY4741 subjected to short-term heat stress. The proteome data used in this analysis was published by the previous study [41]. Yeast strain BY4741 cultured at 25 °C was taken as control. For heat treatment, yeast was exposed to 37 °C for 5, 10, 15, 30, 45 and 60 min. The criteria for up-regulated and down-regulated proteins are identified by adjusted *p* < 0.01 and fold change >1.2 or < 0.83. The numbers in brackets represent the heat treatment time

Compared with the whole-genome proteins, higher AAG usage was observed in the coding sequence of protein identified in the proteomic analysis (Fig. 5a, b). Furthermore, the transcripts encoding up-regulated proteins under short-term heat stress have significantly higher AAG frequency than that of the proteins identified in the proteome analysis, which indicated that codon AAG might play an important role in the rapid expression of proteins responsive to heat stress (Fig. 5a, b).

## Discussion

Here, we performed transcriptome and proteome sequencing of filling grains subjected to different degrees of heat stress (30 °C, 40 °C) for 1 h. Transcription and elements related to protein expression were investigated for rapid protein variation under two types of short-term heat stress.

### Factors affecting protein expression

In recent decades, the contribution of transcription to protein has been widely discussed in different kingdoms and environmental conditions. Yeast is one of the simplest eukaryotic organisms. In yeast, transcription determined about 60% of protein expression [1, 42]. In mice and humans, 40 and 27% of protein expression were controlled by transcription [6, 43, 44], respectively. It is indicated that the more complex the organism, the more limited the role of transcriptional regulation.

Previous studies mainly focused on the relationship between total transcription and protein. However, our research has concentrated on the factors that affect the expression of changed proteins under disturbed conditions. Therefore, the contribution of transcription to protein expression depends on the degree of stress. We evaluated the contribution of transcript abundance changes to protein expression under various degrees of heat stress. The transcriptional regulation of proteins under 40 °C (31%) was more intense than that under 30 °C (6%). The posttranscriptional regulation always played a stable role (36–52%). Posttranscriptional regulation played a more important role than did transcription under mild stress, while under severe heat stress, transcription and posttranscriptional regulation worked synergistically to express the desired protein faster and stronger.

In previous studies, researchers often used the codon adaptation index (CAI) to characterize the impact of codons on translation, which explain up to 6% of protein expression [1]. We evaluated the effect of each codon on protein changes under heat stress, explaining 25–37% of protein changes. The impact of codons on protein expression may be beyond our knowledge. The usage of amino acids is rarely involved in previous studies. Our research indicated that the usage frequency of amino acids may also be related to protein expression.

### Ribosomal protein in response to heat stress

Protein synthesis is the most time- and energy-consuming process in organisms. If something goes wrong, the consequences can be catastrophic, especially under adverse conditions. Therefore, as protein synthesis machines, ribosomes need to adjust their production plan in time to quickly express the required proteins to reduce the damage caused by stress.

A total of 141 ribosomal proteins were identified via proteomics, among which 28 and 22 were up-regulated under two types of short-term thermal stress (30 °C and 40 °C, respectively). Due to the limitation of proteomics technology, ribosomal proteins with altered expression should be amplified proportionately. Approximately 14–20% of ribosomes are involved in the translation of heat-responsive proteins. This feature of ribosomes involves the preferential translation of a subset of functionally-related mRNAs and has been a popular research topic in recent years [45–48]. Heterogeneous ribosomes facilitate the synthesis of stress response proteins and help cells cope with environmental changes.

As shown in Fig. 3, a portion of the upregulated ribosomal protein expression may not be associated with transcriptional alteration. This pattern of regulation of ribosomes is often observed in cancer and stress research. In the study of rhabdomyosarcoma, it was found that the abundance of eL36 and eL42 (60S ribosomal protein L36 and L42) increases, while the corresponding mRNA decreases [49]. Several ribosomal proteins, such as CAC1787 (30S RPS2), CAC3105 (30S RPS4), CAC3147 (50S RPL1) and CAC3132 (50S RPL4), are also disconnected from transcription under butanol stress in *Clostridium acetobutylicum* [50]. The short-term adaptation of cells to new states usually requires the involvement of posttranscriptional mechanisms, because transcriptional regulation alone would be too slow. High-level translation of existing transcripts can help to synthesize needed proteins rapidly, while the targeted degradation of proteins can accelerate the removal of unnecessary proteins [16]. This adjustment by the organism can lead to quick adaptations in response to environmental disturbances.

### Codon-based regulation of protein expression

From the regression results (Fig. 4), changes in codon use were more closely related to protein expression than transcription. Among codons, AAG (Lys) is the most remarkable, contributing 24 and 13% in the two thermal environments.

Involvement of the AAG codon has been shown in many studies. By the use of the model to predict the reaction of proteins after doubling the codon usage, AAG was shown to have the most significant effect on increased protein expression in human tissue [51]. All codons encoding lysine are replaced with AAA or AAG, and the protein expression before and after replacement is observed and compared under heat stress. It can be used to test whether AAG can be quickly translated under heat stress. The results of this experiment will be interesting.

The selection of AAG by heat-responsive proteins is also related to tRNA modification. m1A-modified tRNA has a higher affinity for the elongation factor EF1A (elongation factor 1-alpha), which delivers tRNA to the ribosome [52]. ALKBH1 (histone H2A dioxygenase) is an RNA demethylase that mediates the removal of the methyl group from the N1-methyladenosine (m1A) in tRNA. tRNA^Lys^_CUU_, which complementarily pairs with AAG in the coding sequence, is one of the most important binders of ALKBH1 [53]. Therefore, tRNA^Lys^_CUU_ is widely modified by m1A to promote translation efficiency. Studies have shown that heat shock significantly increases m1A levels [54], so that when an organism is subjected to heat stress, a AAG-rich sequences are translated efficiently.

On the other hand, tRNA^Lys^_UUU_ needs to be modified with mcm^5^s^2^U^34^, an important form of post-transcriptional modification of tRNA, to maintain efficient translation of AAA codons. Studies have indicated that this modification occurs at a low level under high temperature, leading to stagnant translation of AAA-rich sequences, while AAG does not require this modification [55–57]. In addition, the continuous codon AAA easily causes ribosome sliding and premature termination [58]. Therefore, the expression of AAA-rich sequences will slow down or stagnate at high temperatures and may not participate in the thermal response. Genes related to ALKBH1 and mcm^5^s^2^U^34^ are overexpressed and the expression of sequences is observed which rich in AAG and AAA. Thus, it can be judged whether tRNA modification is involved in participating in determining which codon translates fastest under heat stress.

Above all, the codon AAG may be chosen as a means to quickly and easily identify whether mRNA is highly expressed in a thermal environment.

### AAG-rich genes

We enriched the genes with a high frequency of AAG (frequency > 0.08) in the whole wheat genome (Fig. S2); nucleosomes, ribosomes, and molecular chaperones were significantly enriched.

Half of the ribosomes and the vast majority of nucleosomes have an abundance of AAG presence, while only 15% of molecular chaperones do. Ribosomes rich in AAG have been confirmed [59], and they usually have a shorter sequence and are in an active transcriptional state. This is conducive to the use of existing mRNA for efficient expression after environmental disturbance.

In addition to posttranscriptional regulation of molecular chaperone expression, transcriptional regulation also plays an important role. Unlike ribosomes, chaperones do not have an enormous presence and needs a large amount in a short time to help misfolded proteins. This explains the mystery that has been unresolved for a long time how heat shock proteins quickly respond to heat stress.

In conclusion, through a systematic analysis of the factors of changes in protein expression under heat stress, the related factors of protein expression and their influence have been described under short-term heat stress. High expression of housekeeping and heat-responsive genes may have solved evolutionarily the problem of rapid expression under heat stress by increasing the ratio of AAG.

## Conclusions

By analyzing the transcriptome and proteome data under two kinds of heat stress, the factors were revealed which affect the rapid expression of proteins. Codon usage may play an important role in the rapid translation of proteins, especially for AAG. Moreover, the ability of transcriptional regulation changed according to the degree of heat stress. Transcription and post-transcriptional regulation worked synergistically to express the desired protein faster under heat stress. Our study revealed the main factors affecting the changes of protein expression in the short-term heat stress and explained the potential mechanism that heat-responsive protein expressed rapidly under heat stress.

## Methods

### Plant materials and growth conditions

Chinese Spring (*Triticum aestivum* L.) is thought to be a Sichuan variety. The wide application of this variety and its derived genetic stocks has greatly advanced wheat genetics, including the recent achievement of genome sequencing of wheat.

Wheat seeds (Chinese Spring) was grown in a greenhouse, and daily care was taken to avoid stress. The main stem of the plant was labeled when the first flower appeared on the spike. Twelve days after flowering, they were transferred to growth chambers with a temperature of 20 °C, and a 14/10 h day/night photoperiod for 3 days of adaptation; all the plants were in good condition. All the plants were divided into three groups (approximately 50 plants); the plants in two groups were quickly transferred to incubators that were preheated to 30 °C and 40 °C, and the plants in the other group remained at 20 °C as the control. The grains on the main stem were collected at the same time after exposure to three temperature environments for 1 h (in light), immediately frozen in liquid N_2,_ and stored at − 80 °C for transcriptomic and proteomic analysis.

### RNA sequencing

Grains from three independent plants in each treatment were taken for mRNA sequencing. The RNAs of 9 samples were subjected to 150 bp paired-end sequencing using the Illumina HiSeq X Ten platform. The sequencing depth is 10X. Trimmomatic (version 0.36) [60] was used to remove the adapters and filter low-quality reads and bases from the next-generation sequencing (NGS) data. The RNA-seq reads were aligned to the wheat reference genome, IWGSC v1.0 [https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Assemblies/v1.0/]. FPKM (fragments per kilobase per million) were calculated using RSEM version 1.3.0 [61] and edgeR version 3.24.3 [62] were used to identify the differentially expressed transcripts. Scripts for processing NGS data have been uploaded to GitHub (https://github.com/shangguanhehe/NGS.git).

### Isobaric tandem mass tag (TMT)-labeled quantitative proteomics

A total of 12 samples (four biological replicates each) under the three types of treatment were quantified via proteomics. After wheat grain proteins were extracted, they were digested in a solution with trypsin and labeled with a TMT isobaric mass tagging kit (Thermo Fisher Scientific). The method of protein extraction was based on Wang et al. [63]. The mixture was then physically separated by high-performance liquid chromatography (HPLC) and further analyzed for peptides using mass spectrometry (MS).

The resulting MS/MS spectra were processed using the MaxQuant search engine (version 1.5.2.8). Tandem mass spectra were searched against the wheat protein database (https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Annotations/v1.1/iwgsc_refseqv1.1_genes_2017July06.zip) concatenated with the reverse decoy database. Trypsin/P was specified as a cleavage enzyme allowing up to 2 missings. The first search and main search range were set to 5 ppm, and 0.02 Da of fragment ions. Carbamidomethylation on Cys was specified as a fixed modification, and oxidation on Met, and oxidation on Met and acetylation on the protein N-terminus were specified as variable modifications. False discovery rate (FDR) thresholds for protein, peptide, and modification sites were specified at 1%.

Three or more identified proteins among the four biological replicates were considered as reliable quantitative data. The missing values were filled with averages of the other three and normalized.

### Bioinformatic analysis

Hypergeometric distributions (phyper, R) were used for GO and KEGG enrichment analysis to test the significance of items; furthermore, the *p*-value was adjusted by the false discovery rate (FDR) to reduce the probability of false positives. The entries were chosen with a sufficiently large count (*N* ≥ 7) and a suitable q-value (FDR < 0.05). Annotations of wheat genes were obtained from the URGI website (https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Annotations/v1.0/).

### Factors affecting protein expression

Transcription and sequence characteristics were used to analyze the effects on protein expression under thermal conditions. Protein sequences, coding sequences (CDS), and annotation files were obtained from the website (https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Annotations/v1.0/), and untranslated region (UTR) were extracted from the genome annotation gff3 file. Sequence features such as the length of the sequences, base, codon, and amino acid usage frequency were obtained via python scripts (https://github.com/shangguanhehe/Systems-biology.git). Transcript and protein fold changes were obtained from transcriptome and proteome identification and the subsequent data analysis.

### Multivariate adaptive regression splines (MARS)

Multivariate adaptive regression splines (MARS) was used to assess the individual and combined contribution of the selected features to protein fold changes. MARS is a statistical technique for modeling data and it is an extension of linear regression that captures nonlinearities and interactions between variables [64]. MARS analysis was implemented via the ‘earth’ package (version 5.1.2) on the R platform. To make the results more reliable, linear regression (IBM SPSS, version 22) and elastic net (R, glmnet 2.0–18) were used for verification.

## Supplementary Information

**Additional file 1: Figure S1.** Changes in the transcription and protein levels of 141 ribosomes identified in two thermal environments. T30, T40, P30 and P40 represent transcriptional changes at 30 °C, transcriptional changes at 40 °C, protein changes at 30 °C and protein changes at 40 °C, respectively.

**Additional file 2: Figure S2.** Function of codon-rich AAG genes. **a)** Among the whole-genome data of wheat, genes with an AAG frequency >0.08 in the coding sequence were subjected to enrichment analysis. **b)** GO enrichment of AAG-rich genes (*N* > 60, q < 1e-20).

**Additional file 3: Table S1.** Identification of DETs.

**Additional file 4: Table S2.** Identification of DEPs.

**Additional file 5: Table S3.** MARS regression results.

**Additional file 6: Table S4.** Linear and elastic net regression.

## Data Availability

The RNA-seq datasets used in this study are deposited under the NCBI accession number GSE157909. The MS data were deposited into the ProteomeXchange Consortium via the PRIDE database [65] partner repository under the dataset identifiers PXD021460.

## Abbreviations

FPKM: Fragments per kilobase per million
DET: Differentially expressed transcript
DEP: Differentially expressed protein
MARS: Multivariate adaptive regression spline
TMT: Tandem mass tag
MS: Mass spectrometry
FDR: False discovery rate

How the deposited data were processed for this re-analysis (not part of the article)

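Wheat grains at the filling stage were collected from plants kept for 1 h at 20, 30 or 40 °C, and RNA from 3 plants per temperature was sequenced. The sample labels and the paper's methods give the temperature and replicate of all 9 samples. The authors trimmed the reads with Trimmomatic (version 0.36), aligned them to the wheat genome IWGSC v1.0 and quantified transcripts with RSEM (version 1.3.0), and they used edgeR (version 3.24.3) for their own tests. For each sample the authors deposited a table with the expected count of each transcript, which is an estimate of fragments and is not normalized. The deposited tables also give TPM, in which each transcript's length-corrected share is scaled to a common total per sample, and FPKM, which the authors used to decide which transcripts were expressed. Fragments that fit several transcripts were divided among them by RSEM, so transcripts of homoeologous or repeated genes can share fragments. The length correction and the division of fragments were kept as deposited. The reads themselves, the mass spectra and the gene annotation used for the enrichment, ribosome and codon analyses were not used here.

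The total expected count per sample lay between 15778561 and 19497182, with a median of 16649548 over the 9 samples. At the smallest total, 3 fragments correspond to a CPM (count scaled to the library total) of 0.19, which is the level under which a transcript cannot be told from absence. This floor covers counting error only. The depth per sample did not differ enough to separate the temperatures, since the ranges of the totals overlapped.

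Transcripts were counted as detected when their mean FPKM over the 3 replicates was above 1 at any temperature. For the comparisons of 30 with 20 °C, 40 with 20 °C and 40 with 30 °C, only the 6 samples compared entered the model. Expected counts were rounded to whole numbers, transcripts with a mean FPKM above 1 at either temperature were kept, TMM factors were computed, and edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) was applied without a replicate block. DETs had a Benjamini-Hochberg FDR under 0.05 and a fold change above 2 in either direction, the criteria the paper gives. The FDR is computed over all transcripts tested in a comparison. The approximate standard error given for a log2 fold change is its absolute value divided by the square root of the test's F statistic. It restates the test and is not a separate estimate of error. Replicate numbers come from the sample labels, and the paper calls the plants independent, so the model with the replicate number as a block was run as an alternative and is reported beside the model without it.

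The test was first tried on simulated data. Negative binomial counts were drawn for 45956 transcripts from the means, trended dispersions and library sizes of the samples at 20 and 30 °C. For 200 of the transcripts with a mean count above 20, a log2 fold change of 2 or 3 in either direction was put in. The quasi-likelihood test recovered 183 of the 200 (91.5%) and called 2 unchanged transcripts. On the same data edgeR's exact test recovered 184, its likelihood ratio test 186, and DESeq2 (version 1.42.0) 178, with 3, 4 and 16 unchanged transcripts called. The simulation used trended dispersions alone, with large changes and no deviation shared by the transcripts of a plant. It therefore cannot show how these tests behave on the samples. There, at 30 °C, the quasi-likelihood test called 1784 DETs, the exact test 2783, the likelihood ratio test 2967 and DESeq2 2479.

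The paper's DEPs and their fold changes came from its Table S2, and DETs were compared with its Table S1. Of Table S1 at 40 °C and of the list of identified proteins in Table S2, the first 1999 entries were used. DEPs were matched to transcripts by identifier. Fisher's exact test compared the share of DETs between DEPs and other identified proteins. Correlations between transcript and protein fold change used the ratio of mean FPKM, with two-sided permutation tests (100000 resamples). The difference in r between the temperatures was given a 95% interval from 10000 bootstrap resamples of the proteins, drawn jointly for both temperatures because some proteins are DEPs at both. Variance explained is the R squared of least squares on the transcript fold change, in percent. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

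The alternatives, fixed before the data files were opened, were the replicate block, one model over all 9 samples, DESeq2, edgeR's exact, likelihood ratio and glmTreat tests, library size in place of TMM, other expression filters, sums over genes, log scales, ranks, exclusion of extreme or of differentially expressed transcripts, and leaving out each replicate. Added after seeing the data were a covariate for the share of counts on the 100 most abundant transcripts and the correlations among DEPs whose transcript was a DET. Planned counts among ribosomal protein and heat shock protein transcripts were not run, because the files do not pair identifiers with annotation and no identifier of the files matched the reference gene table. Transcripts named in the text were chosen by a rule fixed in advance. They are the 2 with the largest rise and the 2 with the largest fall at 40 °C among transcripts that were DETs at both temperatures in the same direction, with every heated replicate beyond every control replicate and a mean FPKM over the 9 samples of at least 5. The rule also takes, at each temperature, the DEP with the largest protein fold change among those whose transcript is a DET. That DEP is described without its identifier.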

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

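The counts of sample splits and both tests of the difference in correlation were chosen as tests of an explanation after the result was seen, as were the correlations among DEPs whose transcript was a DET, and the others before.

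The direct comparison of 40 with 30 °C is taken up because it gave a difference between groups. In it, 1587 transcripts differed between the plants at 40 and at 30 °C, 1349 of them higher at 40 °C. Of the 10 splits of these 6 samples into 3 against 3, 1 gave as many transcripts, the real one. Among the 4 splits that part all 3 same-numbered pairs, the real one was also the only split to do so. The other splits gave 0 transcripts at an FDR under 0.05, and between 347 and 972 at an unadjusted p under 0.05 with a fold change above 2, against 3254 for the real split. Each of these other splits mixes plants of both temperatures within its groups. A real difference then raises the spread within groups and lowers the count, so these counts do not measure false calls. With 10 splits the share cannot fall under 0.1, so by this count alone the pattern cannot be told apart from a chance arrangement of the plants, whatever the data. A shift in library composition was also weighed, because the TMM factor was lowest for 40 °C replicate 3 (0.83, against 0.98 to 1.07 for the other 8 samples). With library size alone in place of TMM, which moves the median log2 fold change by -0.13, 1268 of the 1587 transcripts (79.9%) were still called. Of the 1366 transcripts also tested between 20 and 30 °C, 1156 (84.6%) had already moved in the same direction at 30 °C. Sharing the plants at 30 °C biases this share downwards. This is consistent with a response that continues in the same direction from 30 to 40 °C for most of these transcripts, a hypothesis that other plants would have to test.

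The correlation of transcript and protein fold change is taken up for the same reason. It differed between the temperatures by 0.318 (95% bootstrap interval 0.133 to 0.460), higher at 40 °C. Among DEPs whose transcript was not a DET the difference was -0.028 (interval -0.209 to 0.201), a subset that by construction lacks the largest transcript changes. Between ranks, as Spearman's rho, it was 0.026 (interval -0.101 to 0.157). On log2 fold changes it was 0.160 with a pseudocount of 0.1 (interval 0.004 to 0.310) and 0.176 with a pseudocount of 1 (interval 0.019 to 0.327). Without the 2 proteins with the most extreme transcript fold change it was 0.249 (interval 0.059 to 0.408), so it did not rest on these 2 alone. Among DEPs whose transcript was a DET, r was 0.600 at 30 °C (13 proteins, permutation p = 0.03) and 0.664 at 40 °C (35 proteins, permutation p = 1.8e-04). A candidate explanation is that the larger difference on the linear scale comes in part from DEPs with large transcript changes, of which there were more at 40 °C. Both tests leave this explanation open. Which of these proteins respond to 40 °C as opposed to 30 °C is a biological question that the correlation does not address, and the protein replicates were not analysed here.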

How the results depend on the processing

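The counts of sample splits, the covariate for the share of counts and the correlations among DEPs whose transcript was a DET were chosen after the results were seen, and the other alternatives before the data files were opened.

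The number of transcripts detected stayed within 1.5 times of 47535 under every alternative run, between 41471 and 55638. DETs at 40 °C outnumbered those at 30 °C under each of the 12 other settings of the test.

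At 30 °C, the exact test gave 2783 and the likelihood ratio test 2967 DETs, against 1784. With glmTreat, the counts were 445 DETs at 30 °C, 2078 at 40 °C and 406 shared by both, 396 transcripts differing between 40 and 30 °C, and 6 and 20 DEPs whose transcript was a DET at 30 and 40 °C. The likelihood ratio test gave 2404 transcripts differing between 40 and 30 °C, against 1587. Sums over genes gave 20 DEPs at 30 °C whose gene was called, against 13, from a larger set of DEPs. The cause was not tested for any of these.

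Across the fits that each left out one replicate, DETs ran from 906 to 2757 at 30 °C, shared DETs from 800 to 1675, and DEPs at 30 °C whose transcript was a DET from 7 to 20. The lowest of each came without 30 °C replicate 3 and the highest without 30 °C replicate 1. DETs at 40 °C ran from 4405 to 5768 and transcripts differing between 40 and 30 °C from 1098 to 1508.

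With the replicate block, the counts were 1946 DETs at 30 °C, 4406 at 40 °C, 1302 shared, 1061 transcripts differing between 40 and 30 °C (same-numbered deviations correlated at a mean of -0.04), and 16 and 33 DEPs whose transcript was a DET. The block kept 1505 of the 1784 DETs at 30 °C and 4251 of the 5583 at 40 °C. Of the 1587 transcripts differing between 40 and 30 °C it kept 1010 (63.6%).

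Library size in place of TMM kept 5050 of the 5583 DETs at 40 °C. The 6050 DETs it called there were 2959 higher and 3091 lower, against 3485 higher and 2098 lower with TMM. Other settings also moved the split at 30 °C by over 10 percentage points, to 407 higher and 38 lower with glmTreat and 979 higher and 298 lower without a filter on FPKM, against 1185 and 599. At 40 °C glmTreat gave 1741 higher and 337 lower. Between 40 and 30 °C the split was 1349 higher and 238 lower, against 1796 and 608 with the likelihood ratio test, 378 and 18 with glmTreat and 1050 and 348 with library size.

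Each correlation of transcript and protein fold change stayed positive with a permutation p under 0.05, from 0.175 to 0.295 at 30 °C and from 0.147 to 0.546 at 40 °C under the 9 alternatives other than leaving out a replicate. Without one replicate r ran from 0.186 to 0.231 and from 0.538 to 0.557, and among DEPs whose transcript was a DET it was 0.600 and 0.664. The difference between the temperatures stayed above 0 with an interval above 0 under 7 of 9 alternatives, from 0.160 to 0.357, and without one replicate, from 0.312 to 0.359. With Spearman's rho it was 0.026 (interval -0.101 to 0.157). Among DEPs whose transcript was not a DET, which lack the largest changes, it was -0.028 (interval -0.209 to 0.201), a reversed sign that cannot be told from 0. The cause was not tested beyond these settings. The replicate block, which works on log2 fold changes, gave 0.161, against 0.160 on that scale without it.

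The variance explained by transcript fold change was 9.98% with the hinge pair, 8.48% on log2 fold changes and 3.06% among DEPs whose transcript was not a DET at 30 °C, against 5.14%, and from 3.45% to 5.34% without one replicate. At 40 °C it was 20.3% on log2 fold changes, 23.6% without the 2 most extreme transcripts and 2.17% among DEPs whose transcript was not a DET, against 29.7%, and from 29.0% to 31.1% without one replicate. The cause was not tested.

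For the log2 fold changes of the 5 named transcripts at both temperatures, 172 of 180 alternative values stayed in the same direction and under an FDR of 0.05, and 8 kept the direction with an FDR above it, all at 30 °C. All 5 were chosen among the DETs of these same samples, and the alternatives reuse those samples. The choice itself therefore favours such stability. Size was less stable for TraesCS4A02G226700.1, whose log2 fold change was 4.10 at 30 °C and 5.93 at 40 °C when counts were summed over the transcripts of its gene, against 9.16 and 11.12. The latter depend on edgeR's prior count, since this transcript had 0 counts in the controls.

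With the covariate for the share of counts on the 100 most abundant transcripts, 2204 DETs were called at 30 °C and 6098 at 40 °C. The alternatives set for ribosomal protein transcripts and for heat shock protein and chaperone transcripts were not run, because no annotation was used here.

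Of the 10 splits of the 6 samples, 1 gave as many DETs at 30 °C and 1 gave as many at 40 °C, the real one in both cases. The other splits gave 0 DETs, and at an unadjusted p under 0.05 with a fold change above 2 between 374 and 1113 at 30 °C (3780 for the real split) and between 324 and 889 at 40 °C (7578 for the real split). Here too the other splits mix both temperatures within each group, which lowers their counts when the temperatures differ. These counts therefore do not measure false calls. In 4 of the 10 splits all 3 same-numbered pairs are parted, as in the real one. The share cannot fall under 0.1 with 10 splits.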

Differences from the paper's values

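Of 12 values of the paper that were also computed, 0 differed by more than 1.5 times or, for correlations and log2 fold changes, by more than the error. The shares of protein variance at 40 °C were compared although they rest on different sets of proteins. The paper gives 1800 DETs at 30 °C and 5551 at 40 °C against 1784 and 5583 here. Of the DETs that Table S1 lists, 50 at 30 °C and 25 of the first 1999 at 40 °C were not called. With edgeR's exact test 44 and 22 of these were called, with its likelihood ratio test also 44 and 22, and with DESeq2 42 and 12. One model over all 9 samples called 28 and 13, library size alone 11 and 15, the replicate block 16 and 4, and each of the filters on expression called at most 1. For the overlap of DEPs and DETs, the counts were 13 at 30 °C against about 11 in Fig. 1c, read by eye, and 35 at 40 °C against about 36.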

Other observations

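Of the tests below, those of library size, of fragment length and of separate control plants were set before their results were seen, and the others after. For the tests of shared fragments, of the share of counts, of library size and of fragment length, the rule for reading the result was also changed after the values were seen. The first rule used the unadjusted p. By it, shared fragments and the properties of library size and fragment length were ruled out and the share of counts was retained. The later rule uses the adjusted p and leaves each of them open.

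DETs called at 40 °C alone mostly moved in the same direction at 30 °C (97.2% of those tested). The plants at 20 °C serve as control for both temperatures, which could produce such a relation. When 1 control plant was used only for 30 °C and the other 2 only for 40 °C, transcripts called at 40 °C and not at 30 °C moved in the same direction at 30 °C in 88.4%, 93.1% and 90.5% of cases, depending on the plant set apart. Among all tested transcripts, 49.1% to 49.4% were higher at 30 °C in these comparisons. Shared controls thus explain at most part of the relation. Of the 3650 transcripts called at 40 °C alone and tested at 30 °C, 799 (21.9%) had changed more than 2-fold at 30 °C without passing the FDR, and 419 had passed the FDR with a smaller change. A hypothesis is that many transcripts called at 40 °C alone also respond at 30 °C, and miss the threshold there on the size of the change, on the FDR or on both. It covers only transcripts tested at 30 °C, so those with a mean FPKM of 1 or less at 20 and 30 °C are left out.

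Genes with a rising DET lay next to each other in identifier order more often than in permutations of the calls over the tested genes. At 40 °C, 437 adjacent pairs of genes both rose, against a mean of 262 over 10000 permutations (permutation p = 1.0e-04, the smallest they can give). At 30 °C the numbers were 93 and 31.1. Genes with a falling DET did so too, with 140 pairs against 101 at 40 °C and 21 against 8.35 at 30 °C (permutation p = 2.0e-04 for both). Runs of at least 5 adjacent rising genes occurred at 40 °C on chromosomes 3A, 3B, 3D, 7B and 7D, as given by the identifiers, and held from 5 to 8 genes. They were picked after their values were seen. Adjacent genes may be copies of each other that share fragments. Genes with whole expected counts in all 9 samples show no sign of divided fragments. They were tested as a list of their own, which at 40 °C held 4189 of the 42782 tested genes. Adjacent here means next to each other in that list, so other tested genes can lie between them. Among the 4189 such genes tested at 40 °C there were 39 adjacent rising pairs against a mean of 28.2 (permutation p = 0.023, and 0.092 after adjustment over the tests of such genes) and 8 falling pairs against 10.2 (permutation p = 0.81). Among the 4070 tested at 30 °C there were 2 rising pairs against 1.12 (permutation p = 0.31) and 2 falling pairs against 1.43 (permutation p = 0.42). Because these pairs need not be neighbours among all tested genes, the test cannot decide whether shared fragments produce the pattern. Fragments shared between similar copies therefore remain a possible explanation. That neighbouring members of a gene family respond together to heat is a hypothesis that reads assigned to one copy alone would have to test.

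A group of 3 plants, 20 °C replicate 1, 30 °C replicate 1 and 40 °C replicate 3, deviated from the mean of their temperature in a common way. On the main axis of the deviations over 52696 transcripts, which excludes the 100 most abundant ones and holds 25.8% of the variation, they scored 0.41, 0.49 and 0.48, and the other 6 plants scored from -0.37 to -0.11. In each temperature the same plant had the highest share of counts on the 100 most abundant transcripts, 38.0%, 32.0% and 35.3%. Over the 9 samples, the axis followed the deviation of this share with r = 0.85 (exact permutation within temperatures, p = 0.023 of 216 arrangements, 0.069 after adjustment over the 3 properties tested), rho = 0.68 (p = 0.12), and r = 0.90 without the 2 samples farthest from the median. For the total expected count, r was -0.52 (exact permutation p = 0.25) and rho -0.75 (exact permutation p = 0.097). For the fragment length that the effective lengths imply, r was 0.22 (exact permutation p = 0.62) and rho -0.05 (exact permutation p = 0.94). Without the 2 samples farthest from the median, r was -0.15 for the total expected count and -0.11 for the fragment length. With 9 samples none of these properties can be ruled in or out. No biological explanation was tested. Leaving out the heated plant of this group raised the number of DETs against 20 °C, and leaving out its control plant lowered it. Against 1784 DETs at 30 °C, there were 2757 without 30 °C replicate 1 and 1088 without 20 °C replicate 1. Against 5583 DETs at 40 °C, there were 5768 without 40 °C replicate 3 and 4405 without 20 °C replicate 1. Leaving out any plant outside this group also lowered the number, to between 906 and 1332 at 30 °C and between 4406 and 4635 at 40 °C. With the covariate for this share, chosen after seeing the data, there were 2204 at 30 °C.

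The share of counts on the 100 most abundant transcripts was 35.8% ± 2.12 (SD, n = 3) at 20 °C, 29.8% ± 2.22 (SD, n = 3) at 30 °C and 29.5% ± 5.06 (SD, n = 3) at 40 °C. These transcripts were chosen by their mean over all 9 samples.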
